A study of Arabidopsis thaliana with 30 samples. Its data were reported in "Ethanol-Mediated Novel Survival Strategy against Drought Stress in Plants" (2022).

How the data were processed

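Shoots of Arabidopsis thaliana (accession Col-0) grown in granular soil were measured in 30 libraries. The labels give the pretreatment, water or 10 mM ethanol for 3 days, and the time of harvest at 0, 1, 3, 5 or 7 days after drought onset (DAD). These make 10 groups of 3 libraries, and the harvests at 0 DAD follow directly on the pretreatment. A further RNA-seq experiment of the study under changed growth conditions, and its microarrays, were not analysed here.

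Per the study's methods, the authors prepared the libraries with Lasy-Seq, a multiplexed and stranded RNA-seq protocol, trimmed read 1 with Trimmomatic, aligned it to the TAIR10 genome with HISAT2 and counted it per gene with featureCounts. Reads in introns were counted and only primary alignments were used. A read could be counted for more than 1 gene, where a set minimum fraction of it overlapped each of them. The deposited tables hold raw counts and, in a second table, a normalised signal for the same 27417 genes. The deposited signal was checked against the counts: within each library it was the count divided by a constant, and that constant matched the DESeq2 size factor computed from the counts (ratio 1 in the lowest and in the highest library). The tests below used the deposited raw counts. No line of the count table lacked a gene identifier, and 2628 genes had no count in any library.

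Gene symbols were taken from an NCBI RefSeq table of assembly TAIR10.1, which matched 26720 of the 27417 identifiers (97.5%). Its assembly name differs from the TAIR10 named by the authors, so no coordinates are given, and the annotation was used for names, gene lengths, GC content, overlaps and copies alone. Of the 19249 tested genes, 19070 (99.07%) were in the annotation, 792 overlapped another gene on the same strand, and 426 shared a stretch of at least 100 bases with at least 95% identity with another gene by BLAST 2.17.0. The study's names RD29A, RD29B and AREB1 correspond to the symbols LTI78, LTI65 and ABF2.

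Library totals ran from 3625884 to 14735127 counts. Genes were kept with the filterByExpr function of edgeR 4.0.16 by group, which left 19249 genes holding 99.95% of the counts and removed 8168. Libraries were scaled with TMM factors, which lay between 0.915 and 1.16. A single negative binomial model with 1 mean per group was fitted to all 30 libraries with R 4.3.3. Its trended dispersion was moderated by the quasi-likelihood method (glmQLFit and glmQLFTest), with 20 residual degrees of freedom and a common dispersion of 0.0472. Adjusted p-values are those of Benjamini and Hochberg over the 19249 genes, and genes with an adjusted p-value under 0.1, the threshold of the study, are called. The study itself used DESeq2, which was run here as an alternative. Log2 fold changes are given with a standard error derived from the F statistic. Values per library are CPM, from the cpm function of edgeR with TMM-scaled library totals.

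The comparisons were ethanol against water at each of the 5 days, ethanol against water averaged over 0, 1, 3 and 5 DAD (12 libraries against 12), each later day against 0 DAD within each arm, and the difference of the 7 DAD response between the arms. Genes with a log2 fold change of at least 1 between water 7 DAD and water 0 DAD at an adjusted p-value under 0.1 were taken as drought-induced, and those at -1 or less as drought-repressed. The share of each set that moved back in ethanol at 7 DAD was given with a Wilson 95% interval. That interval treats genes as independent, which they are not, and leaves out the spread between libraries. The drought sets and the ethanol comparison at 7 DAD share the water 7 DAD libraries. Shares were therefore also taken from 20 simulated data sets in which ethanol 7 DAD had the means of water 7 DAD. A drought axis was defined by the difference between the water 7 DAD and water 0 DAD means across genes, on which the water 0 DAD mean is 0 and the water 7 DAD mean is 1, and each water 0 DAD or water 7 DAD library was placed without its own contribution to those means.

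Genes named in the text follow a rule fixed before the data were examined. These are 16 genes taken from the study's text. To them were added, for each day, the 3 called genes with the highest and the 3 with the lowest log2 fold change (5 and 5 at 7 DAD) among those whose 3 ethanol and 3 water libraries do not overlap in CPM and whose mean over all 30 libraries is at least 10 counts. For the average and for the difference of the 7 DAD responses, 3 and 3 were taken without the condition on overlap. The 9 gene lists (aliphatic glucosinolate, indole glucosinolate, ABA metabolism and signaling, drought marker, photosynthesis and light, flavonoid and anthocyanin, jasmonate, ethanol and gluconeogenesis, and clock) were also written before. The glucosinolate and ABA lists cover pathways that the study examined on its arrays. From its RNA-seq at 7 DAD the study also reported higher glucosinolate, flavonoid and photosynthesis genes and lower drought-inducible genes. The results of those lists at 7 DAD are thus not independent evidence. The lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and again with fry and with an estimated correlation, with Benjamini-Hochberg adjustment over the 45 tests. A further 6 marker lists (touch and wound, floral organ, anther and tapetum, morning, evening, and secondary wall) were written after the patterns they test had been seen.

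A count of 3 or fewer in every library of a group was treated as the floor. Folds against such a group are given as lower bounds, and these bounds and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The model was tested on simulated counts with each gene's mean over all 30 libraries, and with the library sizes and trended dispersion of the real data. Of 18763 tested genes, 200 were changed in 1 group by the simulation. The model recovered 151 of the 200 (75.5%), with 90 of 100 genes changed 4-fold and 61 of 100 changed 2-fold. It called 17 unchanged genes, and called 0 where none was changed. DESeq2 1.42.0 recovered 151 and called 34 unchanged genes in the same simulation. The list tests were run on a simulated list of 20 raised genes and a list of 20 unchanged genes, and they separated them.

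Replicates were compared before averaging: in the 30 pairs of replicates, chi-square per degree of freedom over genes ran from 4.97 to 30.5, so that no pair matched within counting noise and none was treated as a duplicate. The alternatives were DESeq2 size factors, the authors' size factors, a filter that asks for a count in at least 1 library, a mean of at least 10 counts, libraries of the compared groups alone, the DESeq2 Wald test, a replicate term, an adjusted p-value under 0.05, an additional 2-fold limit, and leaving out each library in turn. For the shares, the drought sets were also taken from water 5 DAD, which shares no library with the ethanol comparison at 7 DAD. Those chosen after the data were seen were thinning of all libraries to the smallest total, averages without each day in turn, and library totals without further factors.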

Results

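The data are 30 RNA-seq libraries of Arabidopsis shoots in 10 groups of 3, from plants pretreated for 3 days with water or with ethanol at 10 mM before watering stopped. Harvests fell on the day of drought onset (0 DAD) and 1, 3, 5 and 7 days after it. The groups compare a pretreatment that the study examined for drought tolerance with its water control at each day, and each later day with the onset of drought within an arm. Library totals were lowest in ethanol 0 DAD, at 3625884 counts in replicate 1, 4037295 in replicate 2 and 8972912 in replicate 3, against 7711842 to 11855287 in water 0 DAD. The highest total was 14735127 in water 1 DAD replicate 3. The lowest total at a later day was 5049684 in water 1 DAD replicate 2.

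In a principal component analysis of log2 CPM, component 1 held 43.2% of the variance and component 2 held 16.2%. The water 7 DAD libraries lay between 176 and 201 on component 1, the ethanol 7 DAD libraries between 30.7 and 66.3, and the water 5 DAD libraries between -4.56 and 28.3. By mean rank correlation, each of the 30 libraries was closest to a group of its own day, but not always of its own arm. All 3 ethanol 0 DAD libraries were closest to water 0 DAD. The other arm was also closest for ethanol 3 DAD replicate 3 and ethanol 5 DAD replicate 1. The same held for water 1 DAD replicates 1 and 3 and water 5 DAD replicate 3. The remaining libraries, with all of those at 7 DAD, were closest to their own group.

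**Figure D1:**
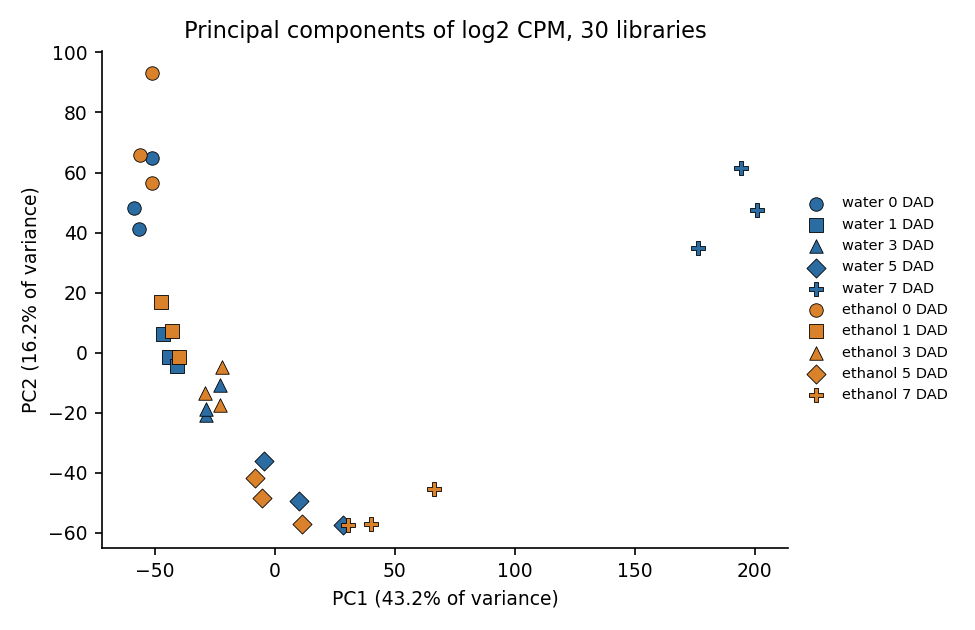
Positions of the 30 libraries on the first principal components of log2 CPM, with the share of variance on each axis. The water 7 DAD libraries lie between 176 and 201 on component 1, apart from the ethanol 7 DAD libraries between 30.7 and 66.3.

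The first comparison asked which genes differed between ethanol and water shoots at each day. In the edgeR quasi-likelihood fit, 330 of 19249 genes were called at 0 DAD (147 higher and 183 lower in ethanol). At 1 DAD 0 genes were called, beside 587 with an unadjusted p-value under 0.05. At 3 DAD 191 genes were called (171 higher and 20 lower), and at 5 DAD 0, beside 783 with an unadjusted p-value under 0.05. The 587 and 783 genes are 3.05% and 4.07% of those tested, no more than that limit gives where nothing differs. At 7 DAD 11653 genes were called (6152 higher and 5501 lower), which is 60.5% of those tested. The alternative that moved the count at 0 DAD most was leaving out water 0 DAD replicate 2, with 71 genes. The split at 0 DAD turned to 60 higher and 23 lower with the 0 DAD libraries fitted alone. At 3 DAD 43 genes were called without ethanol 3 DAD replicate 1, and 311 without ethanol 3 DAD replicate 3. At 5 DAD the count rose from 0 to 13 with the DESeq2 Wald test and to 4 without water 5 DAD replicate 3. Counts with a change of at least 2-fold were 93 at 0 DAD, 145 at 3 DAD and 6954 at 7 DAD.

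**Figure D2:**
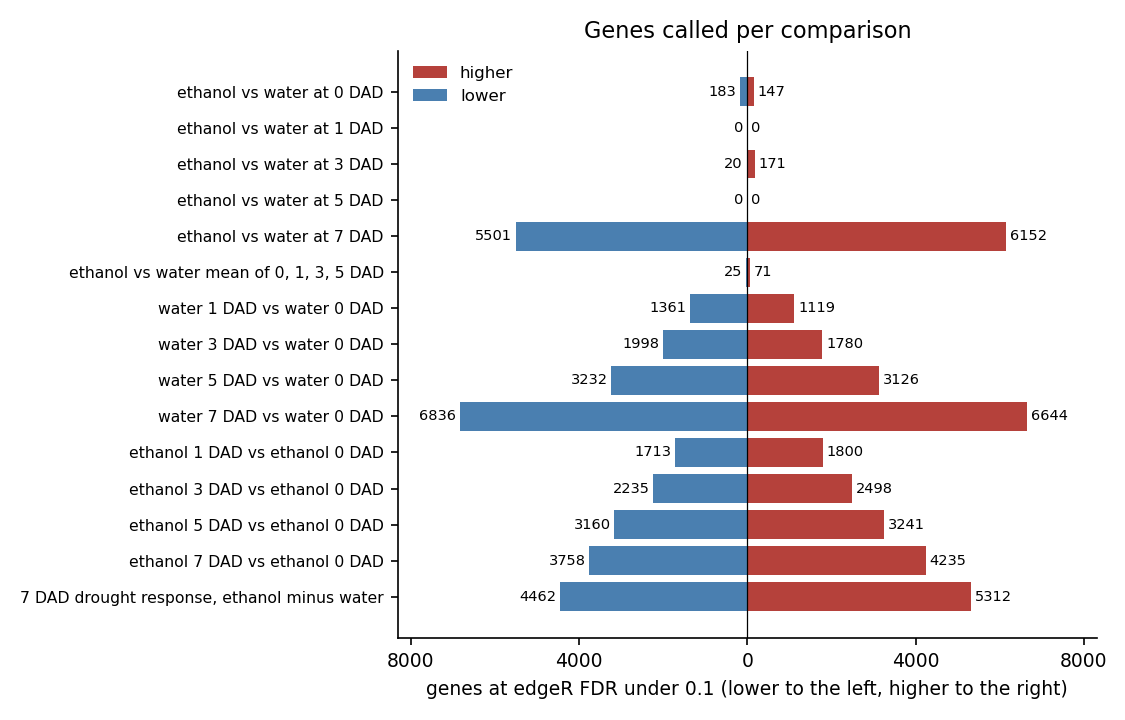
Number of genes called at an adjusted p-value under 0.1 in each comparison, higher and lower drawn apart. Ethanol against water gave 330 genes at 0 DAD, 191 at 3 DAD and 11653 at 7 DAD.

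At 0 DAD, directly after the pretreatment, the genes named by the rule were higher or lower in all 3 ethanol libraries than in all 3 water libraries, an arrangement that chance gives for 10% of genes. GolS3 (AT1G09350) had a log2 fold change of 1.99 (SE 0.361, adjusted p-value 0.00705), with 6.66 ± 3.18 CPM in ethanol and 1.8 ± 0.462 CPM in water (SD, n = 3). COR27 (AT5G42900) had 1.97 (SE 0.413, adjusted p-value 0.0188) and PUB18 (AT1G10560) 2.24 (SE 0.599, adjusted p-value 0.0705). MTPB1 (AT2G29410), AT3G23930 and DML3 (AT4G34060) were at the floor in ethanol and at least 3.09-fold, 3.04-fold and 2.65-fold lower than in water. The call of GolS3 was lost without ethanol 0 DAD replicate 3 (log2 fold change 1.44) and that of COR27 without ethanol 0 DAD replicate 2 (1.6). PUB18 lost its call in 4 of the 6 fits that each left out 1 library (1.44 without ethanol 0 DAD replicate 3), MTPB1 in 6, and AT3G23930 and DML3 in 5 each. With the 0 DAD libraries fitted alone, none of these 6 genes was called.

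At 3 DAD, CML38 (AT1G76650) had a log2 fold change of 3.39 (SE 0.516, adjusted p-value 0.000701). Its level was 84.8, 68.1 and 9.92 CPM in the ethanol libraries and 5.17 ± 0.962 CPM in water (SD, n = 3). AT3G04640 had 3.28 (SE 0.462, adjusted p-value 3e-04), with 199, 165 and 18.9 CPM in ethanol, and SZF1 (AT3G55980) had 3.13 (SE 0.442, adjusted p-value 3e-04), with 292, 223 and 44.6 CPM. In these genes, replicate 3 of ethanol was the lowest of the group. AT4G33355 had a log2 fold change of -3.73 (adjusted p-value 5.94e-05) and XTH3 (AT3G25050) -3.60 (adjusted p-value 7.95e-05). GRP16 (AT5G07540) was at the floor in ethanol and at least 5.88-fold lower, with 5.34 CPM in water 3 DAD replicate 2 and under 1 CPM in the other water libraries. It was not called with the 3 DAD libraries fitted alone. It kept its call in 2 of 6 fits that left out 1 library, while CML38, AT3G04640, SZF1, AT4G33355 and XTH3 kept theirs in all 6. DREB2A (AT5G05410) was higher at 3 DAD, with a log2 fold change of 1.72 (SE 0.405, adjusted p-value 0.0358), and lost its call in 4 of 6 such fits (1.38 without water 3 DAD replicate 2).

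The average over 0, 1, 3 and 5 DAD addressed a treatment effect shared by the days before the last harvest. It called 96 genes (71 higher and 25 lower), of which 71 (74%) had the same direction on all 4 days. Of the 96, 37 were also called at 0 DAD and 36 at 3 DAD, with which the average shares libraries. Without water 0 DAD replicate 2 the count was 24, and without ethanol 3 DAD replicate 3 it was 171. The split also moved, to 177 higher and 157 lower with the DESeq2 Wald test. It was 73 higher and 59 lower without 5 DAD, and 65 higher and 10 lower with library totals. The highest log2 fold changes were 1.72 for AT1G15010 (adjusted p-value 0.0626) and 1.16 for both PUB18 and AT5G51190 (adjusted p-value 0.0644 each). The lowest were -0.79 for CYP71A25 (AT3G48280, adjusted p-value 0.0989), -0.72 for AT2G21210 (0.0213) and -0.67 for AT3G21460 (0.0889). The reads of AT2G21210 cannot be assigned to it alone, since it overlaps its neighbour AT2G21200. It also shares a near-identical stretch with that gene, which may be the overlap itself. In the 24 fits that each left out 1 library, AT2G21210 kept its call in all 24, and the call was lost in 10 for AT1G15010, 12 for PUB18, 13 for AT5G51190, 20 for CYP71A25 and 18 for AT3G21460.

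At 7 DAD the called genes with the highest fold changes were at the floor in water. AT4G13210 was at least 11.4-fold higher in ethanol, CML41 (AT3G50770) 8.8-fold, AT1G62870 8.64-fold, AT4G35160 8.55-fold and AT1G04660 6.55-fold. Of the lowest, AT1G27461 was at least 256-fold lower in ethanol, AT3G03620 203-fold, AT2G34610 108-fold and GASA2 (AT4G09610) 79.9-fold, and these were at the floor in ethanol. AT5G44310 had a log2 fold change of -8.92 (SE 0.38, adjusted p-value 1.1e-16), with 0.536 ± 0.322 CPM in ethanol and 254 ± 57.2 CPM in water (SD, n = 3).

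Of the 16 genes taken from the study's text, 15 were called at 7 DAD, 3 higher and 12 lower, and 15 when adjusted over the list alone. The study itself plots some of these genes in these libraries, so the list count is not independent evidence for them. At 0 DAD GolS3 was called (2 genes adjusted over the list alone), at 3 DAD DREB2A (1 adjusted over the list alone), and at 1 and 5 DAD 0. RD29A (AT5G52310) had a log2 fold change of -2.87 at 7 DAD (SE 0.316, adjusted p-value 8.25e-09), with 288, 743 and 287 CPM in ethanol and 3200 ± 478 CPM in water (SD, n = 3). RD29B (AT5G52300) had -4.29 (SE 0.696, adjusted p-value 5.87e-06), with 15.3, 335 and 14.9 CPM in ethanol and 2370 ± 197 CPM in water. LEA7 (AT1G52690) had -6.58 (SE 0.543, adjusted p-value 3.24e-11), DREB2A -4.92 (SE 0.428, adjusted p-value 9.04e-11) and NCED3 (AT3G14440) -2.71 (SE 0.392, adjusted p-value 9.68e-07). ADH1 (AT1G77120) had -5.28 (SE 0.311, adjusted p-value 3.71e-14), with 22.1 ± 6.32 CPM in ethanol and 857 ± 269 CPM in water. MYC2 (AT1G32640) had 2.25 (SE 0.317, adjusted p-value 6.45e-07), PMDH2 (AT5G09660) 1.74 (adjusted p-value 4.93e-12) and GolS3 1.88 (adjusted p-value 4.08e-05). DREB1A (AT4G25480) was not called (0.32, adjusted p-value 0.393). AREB1 (AT1G45249), P5CS1 (AT2G39800), ALDH2B4 (AT3G48000), ALDH2B7 (AT1G23800), ALDH2C4 (AT3G24503) and ABI1 (AT4G26080) were lower, with log2 fold changes of -1.88, -1.45, -1.84, -1.93, -0.75 and -1.20. Without ethanol 7 DAD replicate 2, the library with most RD29B, the log2 fold changes of RD29B, AREB1, P5CS1 and ABI1 were -7.29, -2.86, -2.37 and -1.93, and that of DREB1A was -0.0297.

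**Figure D3:**
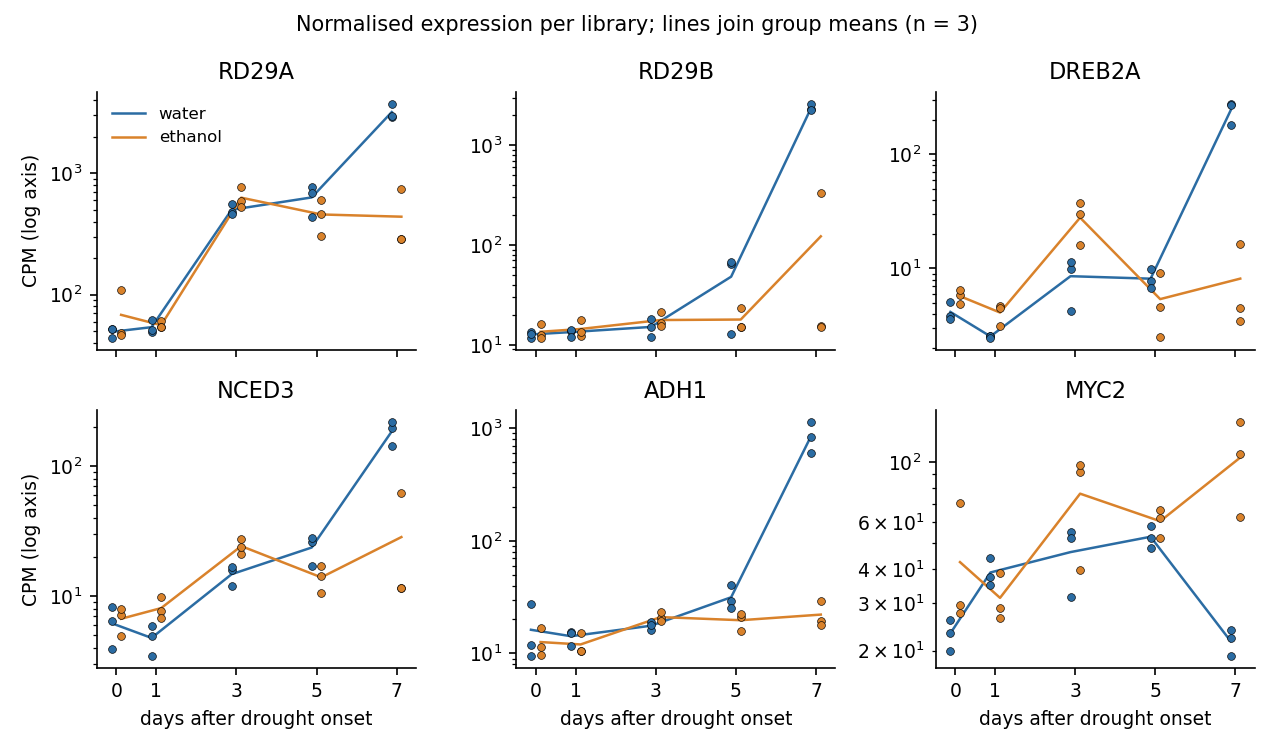
CPM of genes named by the study in each library by day, on a log axis. At 7 DAD RD29B stands at 15.3, 335 and 14.9 CPM in ethanol against 2370 ± 197 CPM in water.

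Within each arm, later days were compared with 0 DAD to follow the drought response. The later days had no watered libraries, so these comparisons and the drought sets also carry plant age and time of harvest. The mean log2 CPM of the evening list was 3.55 to 3.94 in water 0 DAD and 5.53 to 5.75 in water 3 DAD. A different time of day at harvest can therefore not be set aside between days. In water, 2480 genes were called at 1 DAD (1119 higher), 3778 at 3 DAD (1780 higher), 6358 at 5 DAD (3126 higher) and 13480 at 7 DAD (6644 higher). In ethanol the counts were 3513 (1800 higher), 4733 (2498 higher), 6401 (3241 higher) and 7993 (4235 higher). With library totals in place of TMM factors, the percent of called genes that were higher moved from 49.2 to 64.8 at 5 DAD in water, from 50.6 to 65.7 at 5 DAD in ethanol and from 53 to 70.5 at 7 DAD in ethanol. The count at 1 DAD in water was 1413 without water 0 DAD replicate 1. RD29B rose by a log2 fold change of 7.54 from 0 to 7 DAD in water and by 3.19 in ethanol, where the rise was 0.19 and not called without ethanol 7 DAD replicate 2. LEA7 rose by 8.41 in water and by 1.5 in ethanol, and without the same library the value in ethanol was -0.16. Its call in ethanol was also lost with the compared groups alone. NCED3 rose by 4.92 in water and 2.04 in ethanol (0.74 without that library). ADH1 rose by 5.70 in water and 0.83 in ethanol, and its call in ethanol was lost without that library (0.57) and without ethanol 0 DAD replicate 2 or 3 (0.70 and 0.74).

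The difference of the 7 DAD responses between the arms was itself tested, and 9774 genes were called (5312 with a more positive and 4462 with a more negative change in ethanol). Among them, 8053 (82.4%) had the smaller absolute response in ethanol. Across genes, which are not independent replicates, the responses of the arms had a Pearson r of 0.584 and a Spearman rho of 0.484, and 5361 of the 6509 genes called in both arms (82.4%) changed in the same direction. The same test against 0 DAD called 7 genes at 1 DAD, 155 at 3 DAD and 10 at 5 DAD. Of 4233 drought-induced genes, 3037 (71.7%, Wilson 95% interval 70.4 to 73.1) were lower in ethanol at 7 DAD, and 115 were higher. Of 5011 drought-repressed genes, 4063 (81.1%, interval 80 to 82.1) were higher in ethanol and 45 were lower. In fits that each left out 1 library, the shares ran from 67.2% to 72.8% and from 76.6% to 82.9%, beyond these intervals. The 20 simulated data sets with unchanged ethanol libraries gave at most 0.022% and 0.038%. Where no gene differs the adjustment calls almost none, so these values cannot show how much the shared libraries add to the shares. With the drought sets taken from water 5 DAD the shares were 31.9% and 34.7%. Of the 16 genes from the study's text, 15 were called in the difference, and P5CS1 lost its call in 4 of 12 and DREB1A in 7 of 12 fits that each left out 1 library. Both also lost it with the libraries of the compared groups alone.

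**Figure D4:**
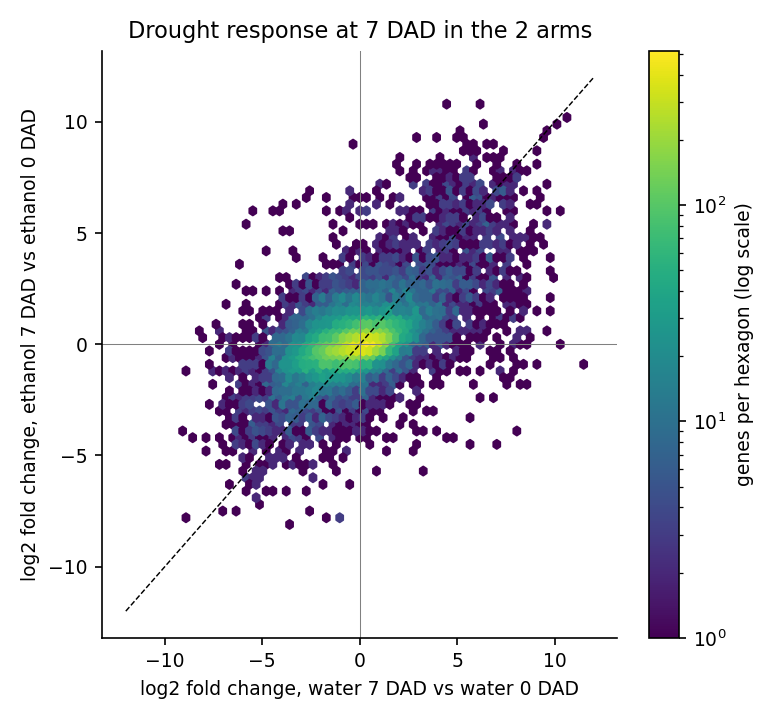
Log2 fold change from 0 to 7 DAD in ethanol against that in water, as hexagons coloured by the number of genes on a log scale, with values beyond the axis limits drawn at the limits. Across genes, Pearson r was 0.584.

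Ethanol 7 DAD was also compared with each water group to place it along the water course. It differed from water 0 DAD in 7842 genes, from water 1 DAD in 5232, from water 3 DAD in 4854, from water 5 DAD in 1350 and from water 7 DAD in 11653. Its level was called outside the range of all 5 water groups in 181 genes (0.94%), 160 above and 21 below. Against the range of water 0, 1, 3 and 5 DAD alone, ethanol 7 DAD was called outside in 800 genes (4.16%) and water 7 DAD in 9781 (50.8%). On the drought axis, the ethanol 7 DAD libraries had a mean of 0.408 ± 0.073 (SD, n = 3), water 5 DAD 0.293 ± 0.061 and ethanol 5 DAD 0.247 ± 0.040.

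The 9 gene lists were tested at each day, and camera called 17 of the 45 tests. Of these calls 8 held under fry, which called 11 tests, and 0 under an estimated correlation. At 7 DAD the photosynthesis list had a median log2 fold change of 2.3 in its 39 genes (adjusted p-value 3.85e-27, 39 genes called higher). The aliphatic glucosinolate list had 3.23 in 12 genes (3.22 with genes at the floor put at their bound, adjusted p-value 2.25e-09) and the indole glucosinolate list 2.69 in 5 genes (adjusted p-value 0.00208). The drought marker list had -2.55 in 24 genes (adjusted p-value 1.45e-11, 21 called lower). The jasmonate list had 1.61 in 18 genes (adjusted p-value 0.0109) and the clock list -0.97 in 13 genes (adjusted p-value 0.0197). These 6 calls held under fry, which also called the ABA list (-0.39), the ethanol and gluconeogenesis list (-0.63) and the flavonoid list (0.62) at this day. At 0 DAD camera called the aliphatic glucosinolate list (-0.52), the flavonoid list (-0.77, and -0.72 with genes at their bound), the clock list (0.40) and the jasmonate list (0.66), and fry the glucosinolate and flavonoid lists. The other camera calls did not hold under fry. These were the ABA (0.17) and aliphatic glucosinolate (-0.13) lists at 1 DAD, the drought marker (0.33, and 0.31 with genes at their bound), jasmonate (0.33) and photosynthesis (-0.14) lists at 3 DAD, and the drought marker (-0.54) and flavonoid (-0.31) lists at 5 DAD. Without water 1 DAD replicate 1 the aliphatic call at 1 DAD was lost, and its median was -0.036. The ABA call at 1 DAD was lost in 4 of 6 fits that each left out 1 library, the flavonoid call at 5 DAD in 3 and the jasmonate call at 3 DAD in 2. The medians nearest 0 in these fits were 0.10 without ethanol 1 DAD replicate 2, -0.21 without water 5 DAD replicate 1 and 0.16 without ethanol 3 DAD replicate 2. The jasmonate median at 0 DAD was 0.29 without ethanol 0 DAD replicate 3. The drought marker medians were 0.20 without ethanol 3 DAD replicate 3 at 3 DAD and -0.34 without ethanol 5 DAD replicate 2 at 5 DAD. The photosynthesis median at 3 DAD was -0.093 without water 3 DAD replicate 1. The flavonoid median at 7 DAD was 0.36 without water 7 DAD replicate 3. The ABA median at 7 DAD ran from -0.644 to -0.268 across the fits that each left out 1 library, and was -0.18 with library totals. The photosynthesis median at 3 DAD was -0.093 without water 3 DAD replicate 1.

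**Figure D5:**
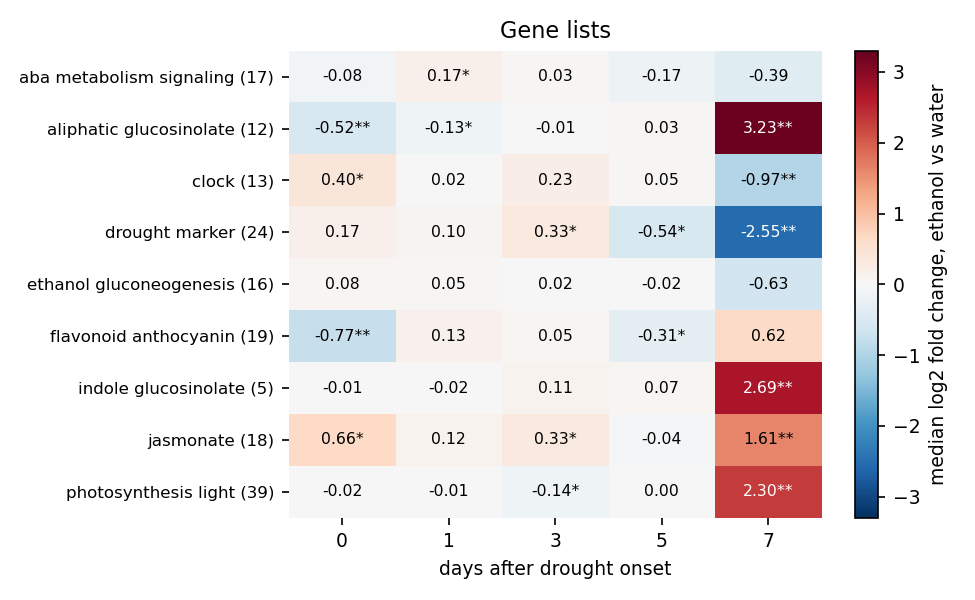
Median log2 fold change of ethanol against water for each gene list and day, with a star for a camera call and a double star where fry also called it. At 7 DAD the medians run from -2.55 for drought markers to 3.23 for aliphatic glucosinolates.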

Values the study reported

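In the study's microarrays of shoots, the numbers of genes upregulated by ethanol were 312, 350 and 755 at 1, 3 and 5 DAD, and 30 at 72 h after the treatment.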

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

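The test for a mislabelled library among the 7 DAD libraries was chosen only after the result was seen.

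The difference between ethanol and water was itself compared between 7 DAD and 0 DAD. That test called 9774 of 19249 genes, 15 of the 16 genes from the study's text, and 7 of the 9 gene lists. The lists were aliphatic and indole glucosinolate, photosynthesis, flavonoid, drought marker, clock, and ethanol and gluconeogenesis, and fry called the same 7 and the jasmonate list, while an estimated correlation called 6. The same test called 7 genes at 1 DAD, 155 at 3 DAD and 10 at 5 DAD, beside 1258, 1771 and 1499 genes with an unadjusted p-value under 0.05. The named genes had adjusted p-values in the edgeR quasi-likelihood test of 2.2e-08 for AT3G22540, 0.000216 for IDL5, 5.17e-06 for AT4G13690, 0.000738 for AT4G21020, 3.44e-08 for AT3G03620 and 0.022 for SCPL19. AT3G22540 rose from 0.13 to 9.89 CPM in ethanol and fell from 0.889 to 0.0532 CPM in water between 0 and 7 DAD. IDL5 and AT4G13690 were listed at 0 in water 7 DAD, and at 0.888 and 2.39 CPM in ethanol 7 DAD. AT4G21020, AT3G03620 and SCPL19 reached 37.4, 62.1 and 18.4 CPM in water 7 DAD and 0.147, 0.16 and 0.0661 CPM in ethanol 7 DAD. The call of SCPL19 was lost without ethanol 0 DAD replicate 3. Among the genes from the study's text, those of P5CS1 and DREB1A were lost in 4 and 7 of the 12 fits that each left out 1 library, with values nearest 0 of 0.89 for DREB1A without water 0 DAD replicate 2 and -0.77 for P5CS1 without ethanol 7 DAD replicate 1.

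The tables argue against each technical explanation that was tested for this difference. With every library thinned to the smallest total 8964 genes were called, of which 8602 were among the 9774. With DESeq2 size factors the count was 9809, and with the trend of each library on GC content and gene length removed it was 9833, of which 9124 were called without the correction. The correction turned the split from 5312 higher and 4462 lower to 4768 higher and 5065 lower. Without the 100 most abundant genes 9678 genes were called. All 6 of the 7 DAD libraries correlated better with their own group than with the other arm. Among genes with no overlap and no near-identical copy 50.9% were called, against 49.1% among the rest. Of 100 splits that changed the labels of the 4 groups, 1 gave as many genes, the real one. The 10 other splits that kept the labels at 7 DAD and changed those at 0 DAD gave 8770 to 9749 genes, and the rest at most 19, so the count rests on the 7 DAD labels and says little about those at 0 DAD. The scaling by library totals moved the median log2 fold change of all genes at 7 DAD from 0.0539 to 0.263, so the split between higher and lower depends on the scaling as well, with 63% of called genes higher under library totals and 52.8% under TMM.

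A slower course of drought in the ethanol plants is a candidate explanation for the difference at 7 DAD. Levels in ethanol 7 DAD were called outside the range of the 5 water groups in 0.94% of genes. A gene had to be called against every group in the same direction, so uncalled genes may lie outside too. By the same rule with the 4 earlier water groups alone, 4.16% of genes were called, and 50.8% for water 7 DAD. On principal component 3 (5.04% of the variance) the ethanol 7 DAD libraries lay at 69.85, 38.71 and 51.93. The highest other library, ethanol 0 DAD replicate 1, lay at 29.21. No sampled water group had that position, so a slower course may not be the whole difference. Whether the course was already behind at 5 DAD cannot be told apart from equal courses. In 7 of the 9 pairs of libraries the ethanol library was lower on the drought axis, and 3 libraries per arm are too few to decide. The drought marker list leaned the same way at 5 DAD, with a median of -0.54 and 0 of 24 genes higher in ethanol. Camera called it (adjusted p-value 1.67e-10) and fry did not (0.318), so it does not decide either. In other plants, on a phenotyping system, the study reported a delayed water loss and more shoot water in ethanol plants late in drought. It also reported warmer leaves early in drought, which it read as a sign of closed stomata. Soil and leaf water of the shoots in these libraries were not analysed here. From the libraries alone, a delay and a different response to the same water loss both stay open.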

How the results depend on the processing

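The counts of genes in the comparisons stayed within 1.5 times their value with DESeq2 size factors, the authors' size factors, library totals, thinning, a replicate term, a mean of at least 10 counts and no count filter, except at 5 DAD, where 0 became 5 without a count filter and 2 with the replicate term. Replicate numbers did not pair the libraries. Across genes, deviations from the group mean were correlated between ethanol and water libraries of the same day and number in 15 pairs, and 2 were over 0.1 (range -0.097 to 0.21). Over all groups the mean was 0.0013 for the same number and -0.00058 for different numbers. Library totals, thinning and the averages without a day were chosen after the data were seen.

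With the DESeq2 Wald test the counts were 571 at 0 DAD, 13 at 5 DAD and 334 for the average, of which 313, 0 and 84 were also called by edgeR. With the libraries of the compared groups alone they were 83, 5 and 236. At an adjusted p-value under 0.05 they were 143 at 0 DAD, 125 at 3 DAD and 20 for the average. With a change of at least 2-fold they were 93 at 0 DAD, 6954 at 7 DAD, 4 for the average, 858, 1548 and 2876 in water at 1, 3 and 5 DAD, and 1369, 2095, 3120 and 4188 in ethanol at 1, 3, 5 and 7 DAD. These last settings call fewer genes by construction. For the others the cause was not tested. The average had 55 genes without 0 DAD, 159 without 1 DAD and 20 without 3 DAD.

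The shares of drought-induced and drought-repressed genes were 77.7% and 83.2% among genes with a mean of at least 10 counts, and 31.9% and 34.7% with the sets taken from water 5 DAD. With the compared groups alone the repressed share was 79.1%. For the gene lists, fry called 11 tests and an estimated correlation 0. The cause of these shifts was not tested.

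Across the fits that each left out 1 library, counts ran from 71 to 346 at 0 DAD, from 43 to 311 at 3 DAD, from 0 to 4 at 5 DAD, from 24 to 171 for the average and from 1413 to 2496 for water 1 DAD. Shares ran from 67.2% to 72.8% (induced) and from 76.6% to 82.9% (repressed), lowest without ethanol 7 DAD replicate 3. Lists called ran from 15 to 20, genes at 7 DAD from 10695 to 11409 and genes in the difference from 9087 to 9858. Of the 71 genes at 0 DAD without water 0 DAD replicate 2, 68 were among the 330. Of the 43 at 3 DAD without ethanol 3 DAD replicate 1, 42 were among the 191.

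For named genes, 662 of 786 such fits kept the direction and the side of the threshold, 122 lost the call and 2 reversed. The reversed values were those of DREB1A at 7 DAD, which ran from -0.0297 to 0.53, and of LEA7 between ethanol 7 and 0 DAD, which ran from -0.16 to 1.92. Both had their lowest value without ethanol 7 DAD replicate 2. With the compared groups alone 10 of 92 named results lost their call. These were all 6 genes named at 0 DAD, GRP16 at 3 DAD, LEA7 between ethanol 7 and 0 DAD, and P5CS1 and DREB1A in the difference. With the replicate term 1 did, CYP71A25. With DESeq2 size factors 92 of 92 and with the DESeq2 Wald test 79 of 79 kept their side of the threshold. For lists, those called by fry alone included, 107 of 120 fits kept it, 10 lost the camera call and 3 gained one. With all libraries thinned to the smallest total, 230 genes were called at 0 DAD, 206 of them among the 330, with 121 higher and 109 lower against 147 and 183 without thinning.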

Other observations

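The tests of handling, flower buds, 1 library, time of day, a later stage of drought and secondary walls were chosen only after the result was seen.

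The 3 libraries per arm limit what splits can show. For ethanol against water at 0, 3 and 7 DAD, and for each of the 8 drought comparisons within an arm, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. At 1 and 5 DAD all 10 did, since the real count there is 0. With 10 splits the share cannot fall under 0.1, so the share decides nothing for these comparisons, and the counts are given instead. The largest count of another split was 118 at 0 DAD, 3 at 1 DAD, 90 at 3 DAD, 37 at 5 DAD and 52 at 7 DAD, where the real count was 11653. For the drought comparisons it was 79, for ethanol 3 DAD, where the real count was 4733, and at most 6 in the others. For the average over 4 days 1 of 100 splits gave as many genes, and the largest other count was 5.

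The average over 0, 1, 3 and 5 DAD may rest on single days. Among its called genes 74% had the same direction on all 4 days, where random draws with no effect but the same selection gave 96.7%. Without 3 DAD 20 genes were called, 12 of them among the 96, and without 0 DAD 55, 34 of them among the 96. Both values go with effects of single days for part of the genes. For the genes with the same direction on all 4 days, a single day and a shared effect cannot be told apart, because the selection gives that direction in draws with no effect too.

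The difference at 0 DAD remained after thinning, with 230 genes called, 206 of them among the 330, so that a difference in depth is not its whole cause. A different time of day at harvest may have contributed. A list of 14 evening genes, 8 of them also in the clock list, had a median log2 fold change of 0.68 with 13 of 14 higher, and a list of 15 morning genes, 4 of them in the clock list, had a median of -0.0013 with 7 of 15 higher. The rotation test of evening against morning genes had an adjusted p-value of 0.000369 over the 5 days (limma fry, direction up). It was first run without adjustment, and the adjustment over days was added after its result was seen. The morning genes did not fall as the explanation requires, and a change in the ethanol plants that reaches evening genes alone would give the same values, so these cannot be told apart.

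The genes highest at 3 DAD may respond to touch or wounding. A list of 29 such genes, 28 of them tested and 0 in a preset list, had a median log2 fold change of 1.64 with 27 of 28 higher (camera adjusted p-value 2.43e-23, fry 0.018, estimated correlation 0.0957). At 5 DAD its median was 0.57 with 22 of 28 higher, which camera called (adjusted p-value 3.44e-08) and fry did not (0.353), so the rise may not be limited to 3 DAD. Its spread within the other 9 groups was at percentile 100 of matched random lists, but 13 of the 15 other lists were over percentile 95 too, and it ranked 4 of 16. Handling and a response to ethanol cannot be told apart, because the harvest and the group coincide. The mean score of the list was 5.28 and 5.2 in ethanol 3 DAD replicates 1 and 2, and 3.38 in replicate 3, near the 3.26 to 3.62 of water 3 DAD. The count of 191 fell to 43 without ethanol 3 DAD replicate 1, but also to 84 without ethanol replicate 2 and to 95, 78 and 84 without water replicates 1, 2 and 3. One library as the source cannot be told apart from the loss of any replicate, because the count fell in 5 of the 6 fits. A lower share of flower buds is a further candidate, for the genes lower at 3 DAD alone. The floral organ list had a median of -0.45 (11 genes, camera adjusted p-value 0.0169, fry 0.55), with 0 genes called lower. The anther and tapetum list had a median of 0.22, so fewer buds cannot be told apart from a change in a few genes.

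RD29B was at 335 CPM in ethanol 7 DAD replicate 2, against 15.3 and 14.9 CPM in the other replicates. Water 7 DAD reads mixed into that library are an unlikely source. RD29B stood at 14.1% of its water 7 DAD level, and of 26 genes high in water 7 DAD alone 92.3% stayed under 0.5 of that share, with a median of 1.95%. A later stage of drought in that plant material is consistent with its position on the drought axis, 0.489 without the drought and ABA lists, against 0.382 and 0.353 for the other replicates.

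Among the 181 genes outside the range of the water groups in ethanol 7 DAD, several are named for cellulose, xylan or other wall synthesis, such as CESA4, IRX3 and FLA11, which were chosen after their values were seen. More stem tissue with secondary walls may explain them. The list was written after the 181 genes had been seen, and 8 of its genes are among them. It held 25 secondary wall genes, 21 tested and 0 in a preset list, and was higher against water 0, 1, 3, 5 and 7 DAD, with medians of 2.3, 1.73, 1.76, 1.43 and 1.33, and camera and fry called each. A list of 11 tested floral organ genes was also higher against each water group, with a lowest median of 0.69. The anther and tapetum list had medians of 3.41, 0.34 and 0.83 against water 0, 1 and 3 DAD. Against water 5 DAD it had 0.08, and against water 7 DAD -0.03 with 5 of 11 genes higher. More flower buds therefore cannot be told apart from a change in floral organ genes alone. Between ethanol and water on the same day, the secondary wall list had medians of -0.17, 0.15, 0.22 and -0.27 at 0, 1, 3 and 5 DAD. Neither camera nor fry called these, while both called the median of 1.33 at 7 DAD.

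The study's array counts asked for at least 2-fold and an adjusted p-value under 0.1, on another platform and with another test. At 0 DAD 147 genes were higher in ethanol, 45 of them by at least 2-fold. Both are higher than the value quoted from the arrays above. Without water 0 DAD replicate 2, 25 genes were higher with no fold limit, which is already lower than that value. At 3 DAD 171 genes were higher, 130 of them by at least 2-fold. Both are lower than the array value for that day. At 1 and 5 DAD 0 genes were higher, which is lower than the array values on both days. The genes with an unadjusted p-value under 0.05 in either direction numbered 587 and 783. These are 3.05% and 4.07% of those tested, no more than that limit gives where nothing differs.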
